A study of Macaca mulatta with 8 samples. Its data were reported in "Single-cell and spatial transcriptomic analyses of gene therapy-associated retinal inflammation in non-human primates" (2026).

How the data were processed

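Single-cell RNA sequencing with a 5-prime droplet kit was made of 8 retinal libraries of 2 macaques. NHP1 gave retina of each eye that the labels call uninjected, though its left library held huRPE65 transgene UMIs. NHP2 gave an uninjected area, an AAV8-GRK1-hRPGR bleb and an AAV8-GRK1-mScarlet bleb of each eye, and replicate 1 is the right eye and replicate 2 the left eye throughout. By the study's methods, all eyes received triamcinolone and the left eyes adalimumab as well.

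The deposited values are UMI counts per gene and barcode, which the authors made with Cell Ranger 8.0.1 on a custom Mmul_10 reference that includes the transgene sequences as 3 added features. Per the file headers they are integer counts without normalization. Each library lists 678289 to 717865 barcodes and 26533 features, so the matrices are unfiltered. Gene symbols came from the files for 16678 features and from a supplied gene table for 503, and 9352 features keep only their identifier. Coordinates are whole-gene spans of Mmul_10 from the supplied annotation. The counts do not resolve exons, and genes with near-identical copies or overlapping neighbours, such as the MHC region genes PSMB8 and PSMB9, could share UMIs with them.

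Barcodes with at least 1500 UMIs, at least 300 genes and at most 20% mitochondrial UMIs were kept as cells. Barcodes with 100 to 1000 UMIs served as the measure of free RNA. The features ENSMMUG00000055690 and ENSMMUG00000062077, which have no symbol, took 7.41% and 3.95% of the UMIs of cells and 29.9% and 16.0% of those of free RNA. Doublet scores were computed per library with Scrublet. The automatic threshold of the doublet caller had marked between 0% and 4.42% of the cells per library and under 0.5% in most, so it was replaced by the expected share, 0.8% per 1000 cells, of the highest scores in each library, 9.37% of all cells.

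Cells were clustered together with scanpy 1.11.5 (3000 variable genes, 40 principal components, 15 neighbours, leiden resolution 2) without batch correction, SoupX or Harmony, which the study used. Clusters were named from fixed marker genes of 14 classes. A name needed at least 3 markers raised over the other classes and a marker score at least 2 times that of the next class. It also needed a marker of its own among the 10 leading genes, and no larger number of markers of another class among them. Clusters with over 30% of their cells in the doublet share, or led by haemoglobin genes, stayed unnamed. These naming rules and the background for the leading genes, which was first the median cluster and then the class means, were set after looking at the clusters. Differences from the study may come from these rebuilt names.

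Of the 61 clusters 20 stayed unnamed. They held 24.4% (NHP1 right), 48.3% (NHP1 left), 8.40% (uninjected right), 33.0% (uninjected left), 30.1% (hRPGR right), 10.6% (hRPGR left), 12.2% (mScarlet right) and 7.86% (mScarlet left) of the cells. Unnamed clusters with rod markers and little mitochondrial RNA made up 13.7%, 27.2%, 4.37%, 25.0%, 21.3%, 6.45%, 7.52% and 5.28% in the same order. Counting them as rod-like was added as an alternative after seeing the data.

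UMI counts were summed per library and class. The sums of the 6 NHP2 libraries were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test, R 4.3.3), all groups sharing 1 dispersion estimate, at a Benjamini-Hochberg adjusted p of 0.05 without a fold-change minimum. DESeq2 1.42.0, which the study used, was run as an alternative. Gene lists were tested with camera and fry of limma 3.58.1. The lists and the number of their genes found were interferon response 52 of 60, apoptosis 22 of 24, rod genes picked by the study 11 of 11, phototransduction 25 of 27, gliosis 14 of 14, homeostatic microglia 9 of 10, MHC class II 7 of 8, cytokines 15 of 16 and T cell genes 21 of 21. Shares of immune cells were compared with exact permutation tests over libraries.

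Transgene shares were taken after each cell had been thinned to 3000 UMIs, with shallower cells left out (783 and 904 rod-like cells of the left and right hRPGR blebs, and 488 and 768 of the right and left mScarlet blebs, for coRPGR and mScarlet). Confidence intervals of shares are exact Clopper-Pearson intervals at 95%. They cover counting error only. CPM of the transgenes, cytokines and T cell genes are per summed UMIs of the class in a library, and CPM of other genes also include the TMM factor.

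Named genes were drawn, per fit, from the 5 raised and the 3 lowered genes with the lowest p among the called genes that changed in the same direction in both eyes, and from the fixed lists, the transgenes and native RPGR. This rule, the comparisons, the lists, the markers and the alternatives, other than those said to be added later, were fixed before the data were examined.

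The same eye number pairs the libraries, since they are areas of the same eye of 1 animal. In rod-like cells, the correlation across genes of the left minus right differences was -0.42 between uninjected and hRPGR areas, 0.30 between uninjected and mScarlet areas and -0.22 between the blebs. In cone-like, Müller glia-like and bipolar-like cells it lay between -0.23 and 0.08. The model names no block in the study's methods, so eye as a block was an alternative. A crossed block was added after the negative correlations had been seen.

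The tests were first run on simulated counts with the means and library sizes of the real data and 200 changed genes. For mScarlet against uninjected areas, edgeR recovered 70% of these in rod-like cells (14520 genes, 11 false calls), 79.5% in cone-like (11530 genes, 13), 65% in Müller glia-like (12911 genes, 10) and 78.5% in bipolar-like cells (13011 genes, 25). For injected against uninjected areas in myeloid-like cells it recovered 39.5% (11291 genes, 6). The simulation of unchanged groups against shared controls was first set up wrongly and was corrected to draw all 6 libraries.

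Alternatives were another test, other size factors, no filter on low counts, eye as a block, a log2 fold change of at least 1, a higher UMI minimum, the lower mitochondrial limit of 10%, doublets kept, naming of each cell by its own score, subtraction of free RNA, NHP1 added to the controls, other thinning, at least 2 UMIs of a transgene, and each library left out in turn. With 1 library left in a group, that library is assumed to vary like the other groups. UMI thresholds of 3, 10 and 30 per cell were chosen after seeing the data. Trajectories, cell-to-cell signalling and immune repertoires were not analysed here. A test on 1 transcript in the immunoglobulin-led cluster and 1 gene in Müller glia-like cells are not reported here.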

Results

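Retinal cells of 2 macaques were profiled by droplet single-cell RNA sequencing after subretinal delivery of AAV8 vectors. The 8 libraries form 4 groups with 2 libraries each, 1 per eye: retina of NHP1 labelled uninjected, and, in NHP2, an uninjected area, an AAV8-GRK1-hRPGR bleb and an AAV8-GRK1-mScarlet bleb. A bleb is the patch of retina lifted by a subretinal injection, GRK1 names a photoreceptor promoter, hRPGR is a human coding sequence counted as the feature coRPGR, and mScarlet is a red fluorescent protein. All 6 NHP2 libraries came from areas of both eyes of 1 animal, so differences between them describe this animal and have no replicate animals.

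The NHP1 libraries held 108005280 UMIs (right) and 146519011 UMIs (left). The NHP2 uninjected areas held 99772552 (right) and 122705046 (left), the hRPGR blebs 121711812 (right) and 90634306 (left), and the mScarlet blebs 103591432 (right) and 110506090 (left). Across the libraries 91796 barcodes passed the filters on cells, between 9562 in the right mScarlet bleb and 15080 in the left NHP1 library. Their median depth per library lay between 4606 and 6036 UMIs. After removal of 8604 cells with the highest doublet scores, 83192 cells fell into 61 clusters, of which 41 were named from fixed markers.

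Rod-like cells made up 68.7% of the cells of the right uninjected area of NHP2 and 39.5% of the left one. In the hRPGR blebs the share was 46.4% (right) and 63.0% (left), and in the mScarlet blebs 55.2% (right) and 56.0% (left). Cells left without a name made up 7.86% to 33.0% of the NHP2 libraries, most of them in clusters with rod markers and little mitochondrial RNA, and these cells are not part of the shares of rod-like cells.

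The first question was which cells carried each transgene. Cells were thinned to 3000 UMIs each before a cell with at least 1 UMI of the transgene was counted. In the hRPGR blebs, 80.4% ± 23.6 (SD, n = 2) of the rod-like cells had a coRPGR UMI, with 97.1% in the right eye (exact 95% interval 96.6 to 97.6, counting error only) and 63.7% in the left (62.3 to 65.0). The corresponding levels in summed rod-like cells were 3843 and 1390 CPM (UMIs scaled to a common library total). Cone-like cells had a share of 66.3% ± 47.1 (n = 2), made of 99.6% in the right eye and 33.0% in the left, with 12562 and 389 CPM. Bipolar-like cells, in which the promoter is not expected to act, had 54.4% (right) and 25.3% (left). Free RNA in low-count barcodes held coRPGR at 3482 CPM (right) and 2250 CPM (left). Median depths before thinning were 5361 to 5543 UMIs in rod-like cells, 18472 to 20389.5 in cone-like cells and 7658.5 to 7709 in bipolar-like cells.

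Against the bipolar-like background of each library, the thinned share with coRPGR was above background in rod-like cells of both eyes and in cone-like cells of the right eye. The interval for cone-like cells of the left eye (26.3 to 40.2) overlapped that of its bipolar-like cells (22.3 to 28.4). Without thinning, at thresholds chosen after the data had been seen, 17.5% (12.3 to 23.6) of these cone-like cells and 1.82% (1.05 to 2.94) of the bipolar-like cells had at least 10 coRPGR UMIs. Cone-like cells are deeper, but 6.35% of them (3.32 to 10.8) had at least 30, so a part of them was above background too. Müller glia-like cells had 61.2% and 29.97%, with intervals that overlapped the bipolar-like ones, and are read as background. RPE-like cells with a coRPGR UMI were 6 of 7 in the right eye and 6 of 19 in the left, too few to set apart from background. The setting that moved the cone-like mean farthest was no thinning, with 83.1%.

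In the mScarlet blebs, 46.0% ± 4.56 (SD, n = 2) of the rod-like cells and 57.1% ± 6.62 of the cone-like cells had an mScarlet UMI after thinning. Bipolar-like cells had 1.85% on average, at median depths of 6799 to 7451 UMIs against 5525 to 5913.5 in rod-like cells. The level was 311 CPM in rod-like cells of the right mScarlet bleb and 236 CPM in those of the left. Without thinning the shares rose to 60.9% in rod-like and 90.9% in cone-like cells.

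**Figure D1:**
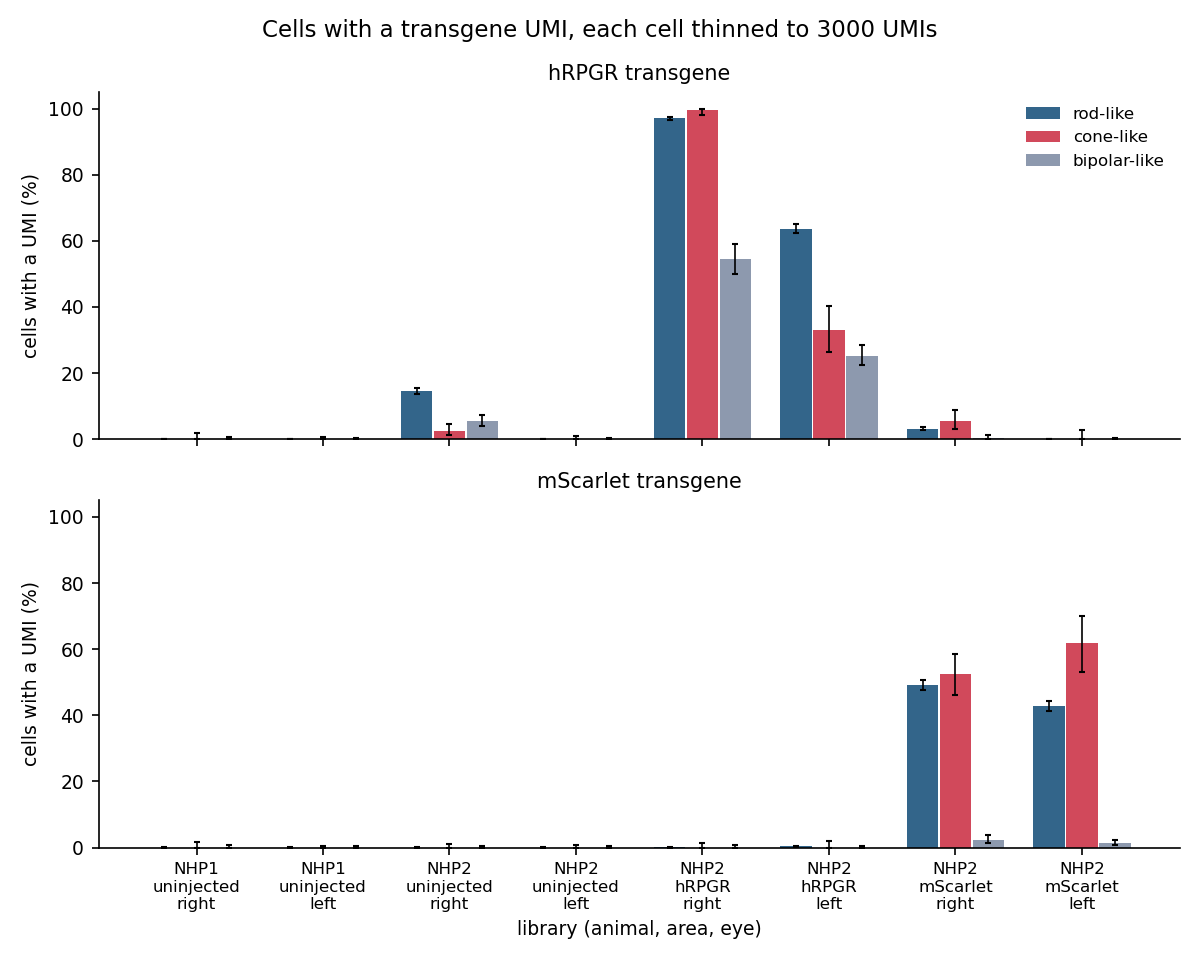
Percent of rod-like, cone-like and bipolar-like cells with at least 1 transgene UMI after thinning to 3000 UMIs per cell, by library. Bars are 1 library each, with exact 95% intervals; the feature coRPGR in the hRPGR blebs reached 97.1% and 63.7% of rod-like cells beside 54.4% and 25.3% of bipolar-like cells, while mScarlet in the mScarlet blebs reached 46.0% of rod-like cells on average beside 1.85% of bipolar-like cells.

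The native macaque RPGR gene (genome build Mmul_10, chromosome X, 38093843 to 38153771, minus strand) had 71.1 ± 4.11 CPM (SD, n = 2) in rod-like cells of the hRPGR blebs and 73.4 ± 0.509 CPM (n = 2) in those of the uninjected areas. Its log2 fold change was -0.05 with an edgeR quasi-likelihood adjusted p of 0.976.

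The main comparison asked how rod-like cells in each bleb differed from those in the uninjected area of the same animal. The right uninjected library, 1 of the 2 controls, itself held coRPGR UMIs in 14.7% of its rod-like cells. In the mScarlet blebs, 308 of 14520 genes tested passed a Benjamini-Hochberg adjusted p of 0.05 in edgeR's quasi-likelihood test, 217 raised and 91 lowered, all in the same direction in both eyes. The alternative that moved this count farthest upward was DESeq2, with 1510 genes that include 307 of the 308. Eye as a block in the model left 8 genes, and leaving out the left uninjected library or either mScarlet library left 0, leaving out the right uninjected library left 4, and leaving out the right or the left hRPGR library gave 1290 and 1251. The proteasome gene PSMB9 (chromosome 4, 136666685 to 136673727, minus strand) had 202 ± 9.71 CPM against 3.01 ± 0.617 CPM (SD, n = 2 each), a log2 fold change of 6.05 (SE 0.452, adjusted p 0.0218). BST2 had 79.0 ± 6.46 CPM against 0.605 ± 0.198 CPM. LDLRAD4, FGF14 and CARD9 were raised with log2 fold changes of 2.28, 1.63 and 1.59. Among the lowered genes, FOXP2 (chromosome 3, 140320963 to 140912806, plus strand) went from 306 ± 64.0 CPM to 84.3 ± 6.31 CPM, a log2 fold change of -1.86 (SE 0.152, adjusted p 0.0218), and FNDC1 had a log2 fold change of -1.90.

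In rod-like cells of the hRPGR blebs, edgeR called 0 genes against the uninjected area, with 737 at an unadjusted p under 0.05. DESeq2 called 68. Without the left hRPGR library edgeR called 213 genes, and without the right one 5. No gene was therefore called for both vectors by edgeR, while DESeq2 called 59 for both. Across genes, which are not independent replicates, the log2 fold changes of the 2 vectors had a correlation of 0.82. Comparisons against the same uninjected libraries share chance values: simulated unchanged groups gave a median correlation of 0.50 and a highest one of 0.53 in 20 runs.

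A direct test of mScarlet blebs against hRPGR blebs in rod-like cells called 1 gene in edgeR, PLPPR5 (chromosome 1, 125129261 to 125247917, plus strand), with 4.21 ± 0.0137 CPM against 18.5 ± 1.48 CPM (SD, n = 2 each), a log2 fold change of -2.13 and an adjusted p of 0.0408. With eye as a block the count was 0. Without the right hRPGR library it was 238, without the left hRPGR library 11, and without the left mScarlet library 0. DESeq2 called 146.

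Lists of genes fixed in advance were tested as sets with camera at its preset correlation between genes. In rod-like cells of the mScarlet blebs, all 47 interferon-response genes tested were raised, with a median log2 fold change of 2.85 and a camera p of 1.74e-38 (adjusted over the 23 list tests, 8.00e-38). Of these, 10 passed over all genes and 34 adjusted over the list alone. In the hRPGR blebs the 47 genes were also all raised on average, with a median of 1.57 and p 2.25e-29 (adjusted 6.46e-29), but 0 passed over all genes and 4 adjusted over the list alone. Without the right hRPGR library the median was -0.21. The mScarlet blebs exceeded the hRPGR blebs with a median of 1.34 and p 9.90e-33. Camera with an estimated correlation gave p 0.0797, 0.111 and 0.0865 for these 3 tests, and fry gave 0.0419, 0.24 and 0.0975. In the third test 0 genes passed over all genes and 9 adjusted over the list alone. Over the 23 list tests, 19 passed after adjustment with camera's preset correlation and 0 passed with the estimated correlation or with fry, where the smallest adjusted p was 0.169 and 0.138. Before adjustment, 6 tests had p under 0.05 with each of these: by both, the interferon list in cone-like and bipolar-like cells, the gliosis list and the rod genes picked by the study, all for mScarlet.

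The summed interferon-response level in rod-like cells was 3638 CPM (right) and 2850 CPM (left) in the mScarlet blebs, 2387 and 670 in the hRPGR blebs, and 880 and 552 in the uninjected areas. Within each eye the order was uninjected area, hRPGR bleb, mScarlet bleb from lowest to highest, while the left hRPGR bleb was below the uninjected area of the other eye. Free RNA held the same genes at 1577 CPM (right) and 2336 CPM (left) in the mScarlet blebs, 3679 and 651 in the hRPGR blebs and 1456 and 797 in the uninjected areas, so a part of each level in cells is background. Without TMM scaling, cone-like cells of the right hRPGR bleb and of the right uninjected area both had 1265 CPM. Without the right uninjected library the medians of the list were 3.47 for mScarlet and 2.09 for hRPGR.

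**Figure D2:**
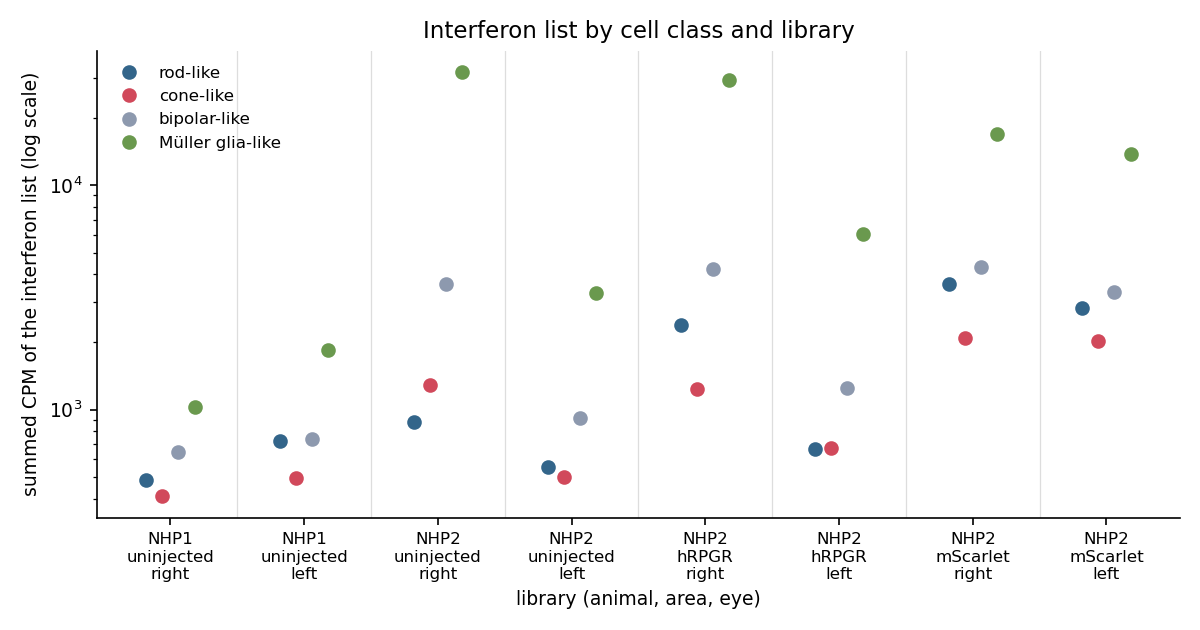
Summed level of the interferon-response genes in CPM on a log axis, by cell class (colour) and library, for the 8 libraries. Each point is 1 library, and in rod-like cells the mScarlet blebs (3638 and 2850) lie above both uninjected areas (880 and 552), and the hRPGR blebs (2387 and 670) lie between the uninjected area and the mScarlet bleb of their own eye.

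The apoptosis list did not pass with camera in rod-like cells. Its 18 genes had a median log2 fold change of 0.09 (p 0.201) in the mScarlet blebs and 0.03 (p 0.291) in the hRPGR blebs, with 0 genes called for either, and 1 and 0 adjusted over the list alone. Between the blebs its median was 0.05 (p 0.306), and between the eyes 0.03 (p 0.273). Fry gave a p of 0.024 for the mScarlet blebs, or 0.138 adjusted over the list tests. Phototransduction genes had a median of -0.31 (p 6.09e-08) and -0.16 (p 1.46e-05) for the 2 vectors, with fry p 0.0725 and 0.302, and 1 and 0 genes passed over all genes as well as adjusted over the list alone. Rod genes that the study itself picked from these libraries had medians of 5.60 (p 4.89e-31) and 3.79 (p 4.97e-43), which is not independent evidence. Adjusted over the list alone, all 10 of them passed for each vector, against 8 and 0 over all genes.

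Cone-like cells gave 187 genes for the mScarlet blebs, 124 raised and 63 lowered, and 3 raised genes for the hRPGR blebs. PSMB8 (chromosome 4, 136681298 to 136685276, plus strand) had 161 ± 26.0 CPM against 7.39 ± 2.03 CPM in the first comparison, a log2 fold change of 4.42 (SE 0.242, edgeR adjusted p 0.000146). NLRC5 was raised by 5.09 on the log2 scale. SEMA3A, ROBO1 and SYNPR were lowered, with log2 fold changes of -1.15, -2.69 and -3.02. In the hRPGR blebs, ERBB4 (chromosome 12, 98688163 to 99874927, minus strand) had 66.6 ± 6.68 CPM against 6.71 ± 2.09 CPM, a log2 fold change of 3.30 (adjusted p 0.00246). RAI2 had 9.50 ± 2.60 CPM against 0.331 ± 0.213, and the feature ENSMMUG00000064120 had 6.24 ± 0.805 CPM against 0.0803 ± 0.114. In the uninjected areas RAI2 rested on 3 (right) and 1 (left) UMIs and the other feature on 1 and 0. The block left 72 and 1 genes. Leaving out the left mScarlet library left 21 genes for mScarlet, and leaving out the left hRPGR library gave 141 for hRPGR. The interferon-response list had a median of 2.40 (p 1.81e-46, fry p 0.0167) for mScarlet and 0.25 (p 4.07e-05, fry p 0.445) for hRPGR, with 9 and 0 genes called over all genes and 18 and 2 adjusted over the list alone.

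Bipolar-like cells gave 84 genes for the mScarlet blebs, 72 raised and 12 lowered, and 1 for the hRPGR blebs. GBP3 was called in both, with 195 ± 31.1 CPM and 23.8 ± 4.84 CPM in the blebs against 5.76 ± 0.682 CPM in the uninjected areas and log2 fold changes of 5.08 and 2.08 (edgeR adjusted p 2.66e-06 and 0.046). The hRPGR call was lost with the block, without the left uninjected library and without either mScarlet library, and 24 genes passed without the left hRPGR library. For mScarlet, 25 genes passed without its left library. The interferon-response list had medians of 1.21 (p 1.49e-62, fry p 0.0376) and 0.38 (p 2.16e-21, fry p 0.266), with 12 and 0 genes called over all genes and 23 and 5 adjusted over the list alone.

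Müller glia-like cells gave 30 genes for the mScarlet blebs, 22 raised and 8 lowered, and 1 for the hRPGR blebs. CXCL10 (chromosome 5, 57698478 to 57699998, plus strand) was called in both, with 797 ± 92.1 CPM in the mScarlet blebs and 155 ± 11.1 CPM in the hRPGR blebs against 0.601 ± 0.227 CPM in the uninjected areas (SD, n = 2 each). Its edgeR adjusted p was 4.52e-05 and 0.000196. PCDH17 and PDE6G were lowered in the mScarlet blebs, with log2 fold changes of -2.74 and -1.82. The block left 5 genes for mScarlet. Leaving out the right uninjected library gave 498 and 28 genes, and leaving out the left mScarlet library left 1 for mScarlet. The interferon-response list had small medians of 0.31 (p 1.62e-10, fry p 0.309) and 0.23 (p 1.09e-11, fry p 0.492), beside summed levels of 31966 CPM in the right uninjected area and 3312 CPM in the left one. The gliosis list had medians of 0.39 (p 8.34e-13, fry p 0.0229) and 0.19 (p 7.99e-12, fry p 0.0699). Of the interferon list 2 and 1 genes were called over all genes and 3 and 1 adjusted over the list alone, and of the gliosis list 1 and 0 against 7 and 5.

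Within each bleb, rod-like cells with a transgene UMI were set against those without one. Over the 4 injected libraries, 27 of 40 interferon-response genes were higher in cells with a UMI, with a median log2 difference of 0.07 and a camera p of 7.53e-05, against an estimated-correlation p of 0.282 and a fry p of 0.484. The median was -0.29 in the right hRPGR bleb, 0.44 in the left one, 0.02 in the right mScarlet bleb and 0.08 in the left one. Without the left hRPGR library the median was 0.02 with p 0.809. Of the 11505 genes tested over the 4 libraries, 1 was called, and it was lower in cells with a UMI.

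Left against right eyes of NHP2, which had also differed in the drugs given, gave 0 genes in rod-like cells in edgeR, with 143 at an unadjusted p under 0.05 and 10 in DESeq2. Without the right or the left hRPGR library the count was 281 and 375. The interferon-response list was lower in left eyes by a median log2 difference of -0.90 (p 4.68e-70, fry p 0.235), with 0 genes passing over all genes or adjusted over the list alone. Uninjected areas of NHP2 against NHP1 gave 114 genes in edgeR, 49 higher and 65 lower in NHP2. The library labelled NHP1 uninjected left held huRPE65 transgene UMIs and the right NHP2 one coRPGR UMIs. The count was 418 and 466 without the right or the left NHP1 library, 44 without the right NHP2 library and 1250 with the block. The mitochondrial gene ND2 had 1040 ± 18.6 CPM in NHP2 against 17.2 ± 2.86 CPM in NHP1, and SYN2 had 8.04 ± 1.59 against 282 ± 11.02 CPM.

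Immune cells were compared as shares of all cells of a library. T/NK-like cells made up 2.08% ± 1.76 (SD, n = 4) of the injected areas and 0.297% ± 0.0588 (n = 2) of the uninjected areas of NHP2, a difference of 1.78 percentage points. Every injected library was above both uninjected ones, and the exact two-sided permutation test gave p 0.133, the smallest that 15 arrangements allow. Myeloid-like cells made up 4.15% ± 1.79 (n = 4) and 0.928% ± 0.148 (n = 2), a difference of 3.22 points with the same exact permutation p of 0.133, again the smallest possible. With the NHP1 libraries added to the controls, the differences were 1.84 and 3.40 points, each with an exact permutation p of 0.0286. All injected libraries are of NHP2, so this p mixes animal with injection and does not decide. The library labelled NHP1 uninjected left also held UMIs of the transgene huRPE65. The T/NK-like share was 4.24% and 2.74% in the left and right mScarlet blebs, and 0.376% and 0.942% in the left and right hRPGR blebs.

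**Figure D3:**
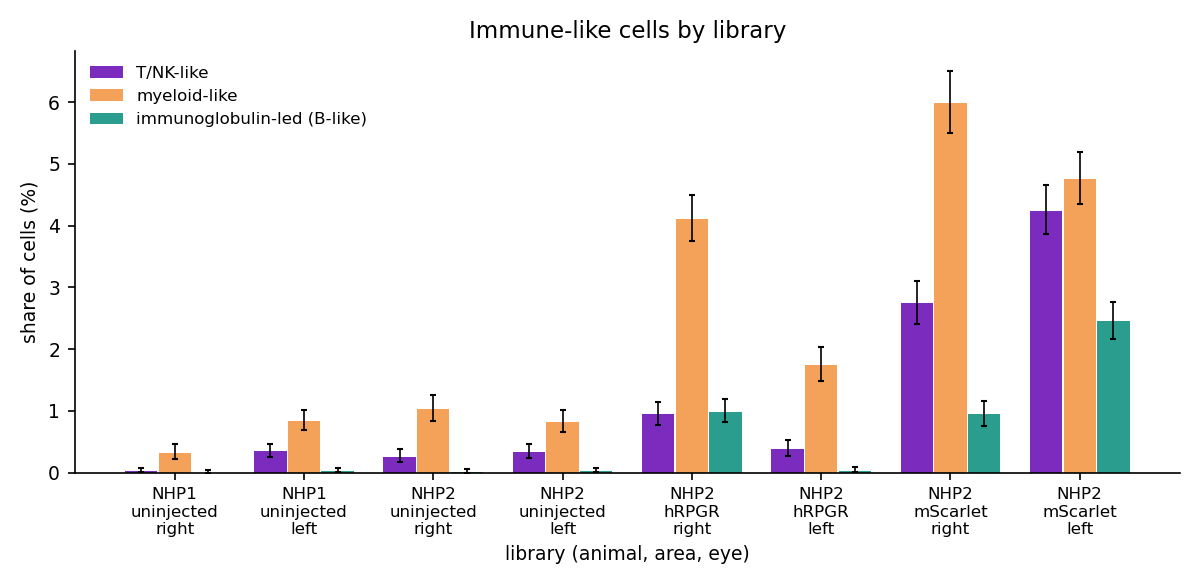
T/NK-like, myeloid-like and immunoglobulin-led cells in percent of all cells of each of the 8 libraries, as bars with exact 95% intervals. The T/NK-like share was 4.24% and 2.74% in the mScarlet blebs and 0.339% and 0.256% in the uninjected areas of NHP2.

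Myeloid-like cells of injected against uninjected areas gave 1 gene in edgeR, TTR, with 1.47 ± 0.622 CPM (SD, n = 4) against 115 ± 96.8 CPM (n = 2) and an adjusted p of 0.00922. In the right uninjected library 116 of the 117 TTR UMIs of these cells came from 1 cell, free RNA of the left uninjected library held TTR at 473 CPM, and the call was lost without that library or the right hRPGR library, while 48 genes passed without the left hRPGR library. The homeostatic microglia list had a median log2 fold change of -0.65 (p 0.00104, fry p 0.174), the MHC class II list 0.55 (p 0.00108, fry p 0.234) and the interferon-response list 0.22 (p 0.00608, fry p 0.604). None of their genes was called over all genes, and 4 of the homeostatic list passed adjusted over the list alone, against 0 of the others.

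The cytokine and T cell lists were read as levels per library, without a test. TNF in myeloid-like cells was 608 and 802 CPM in the uninjected areas, 135 and 638 CPM in the hRPGR blebs, and 75.6 and 68.1 CPM in the mScarlet blebs (right, then left). CCL2 in the same cells was between 510 and 1142 CPM in the injected areas and at 2773 and 1238 CPM in the uninjected ones. CXCL13 in T/NK-like cells was between 166 and 325 CPM in the 4 injected libraries and had no UMI in the 24 and 37 cells of the uninjected ones. Among further T cell genes in T/NK-like cells, PDCD1 was between 132 and 253 CPM in injected libraries and at 23.0 and 90.9 CPM in uninjected ones, whereas CD8A ranged from 106 to 306 CPM and from 170 to 368 CPM.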

Values the study reported

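The study reported 89,020 cells after its own quality control. It gave hRPGR expression in 80% of cones and 75% of rods within the areas treated with that vector. For rods, it listed 58 differentially expressed genes in the hRPGR bleb, and 54 of these were shared with the mScarlet bleb. Its immune clusters over both animals held 560 myeloid cells, 642 T/NK cells and 68 B cells.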

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

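In this part, the tests of free RNA alone and of cells mixed in from either hRPGR bleb, of huRPE65 in free RNA, of immunoglobulin genes in free RNA, of doublets, and of the rod clusters counted for PLPPR5 were chosen only after the result was seen.

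The library labelled NHP2 uninjected right held hRPGR transgene UMIs, although no comparison of transgenes uses it. It is 1 of the 2 controls in each comparison of a bleb with the uninjected area, so those counts and medians rest partly on it. Its rod-like cells had coRPGR at 186 CPM, against 0 in the left uninjected area, and 14.7% of them (exact 95% interval 13.8 to 15.6) had a UMI after thinning. Free RNA is taken to add a like number of UMIs to each droplet, so after thinning it gives deeper cells a lower share. Bipolar-like cells in the same library had 5.36% (median 6932 UMIs before thinning, against 5496.5 in rod-like cells). Cone-like cells, with 17676, had 2.46%, a lower share that depth may explain. Without thinning, 3.54% of rod-like cells and 0.127% of the deeper bipolar-like cells had at least 10 hRPGR UMIs. Free RNA alone does not account for these rod-like cells. Free RNA there held 300 CPM, so it may account for the part of the share seen in bipolar-like cells. Transcripts carried over under a shared cell barcode were not seen: 13 of 552 rod-like cells with at least 3 such UMIs shared a barcode with a cell of the right hRPGR library, against 84 of 5185 without (Fisher's exact test, two-sided, p 0.221). A mixture with cells of the right hRPGR bleb would need 6.02% bleb cells to explain the rod-like cells and predicts 21.7 cone-like cells with at least 30 UMIs, and 0 of 378 had as many (0%, upper limit 0.971%). A mixture with cells of the left hRPGR bleb would need 13.9% bleb cells and predicts 2.43% of cone-like cells with at least 10 UMIs, and 0.529% (interval 0.0641 to 1.90) had as many. Both predictions take the bleb share of cone-like cells to equal that of rod-like cells. The left bleb had fewer cone-like cells per rod-like cell (189 and 5856, against 378 and 6448 in this library). A mixture with it would bring fewer such cone-like cells than predicted, so this test does not exclude it. Vector that spread beyond the bleb, or a sampled area that overlapped its edge, stays open and was not tested. The right mScarlet bleb also held coRPGR in 5.54% of cone-like and 3.12% of rod-like cells.

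The library labelled NHP1 uninjected left held the transgene feature huRPE65, which no comparison uses, at 614 CPM in rod-like cells, against 16 UMIs in all of the NHP1 right library. After thinning, 34.2% (32.6 to 35.9) of the rod-like cells had a UMI, against 21.3% of bipolar-like, 17.2% of Müller glia-like and 16.5% of cone-like cells. Free RNA held 452 CPM. Free RNA alone would give deeper cells a lower share after thinning. Rod-like cells (median 7359 UMIs before thinning) were deeper than bipolar-like cells (5878) and still had the higher share. Free RNA alone does not account for that, while the shares of the other classes are not set apart from it. This library is also 1 of the NHP1 libraries compared with NHP2 and added to the controls for immune cells. By the study's methods NHP1 had received an RPE65 vector in both eyes. The study reported hRPE65 in rods and cones of treated NHP1 retina and almost none outside the bleb. The level in this library, labelled uninjected, does not match that statement. Vector spread, or an area that took in part of a bleb, was not tested. Whether the label names the area sampled was not tested either.

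A cluster led by immunoglobulin genes appeared in injected areas of NHP2, outside the classes that the comparisons use, and made up 1.10% of their cells on average against 0.0191% in the uninjected areas. It held 0.987% of the right hRPGR bleb, 0.940% of the right and 2.45% of the left mScarlet bleb, but 0.0323% (3 cells) of the left hRPGR bleb. Its 457 cells had a median of 25507 UMIs, with JCHAIN at 28398 CPM, MZB1 at 1406 CPM and MS4A1 at 0. Free RNA held the 10 leading genes of the cluster at a level 2102 times lower, so free RNA does not account for it. Doublets of cells of 2 other named classes would carry the markers of both, at levels that sum to about 100% of those in the classes themselves. Over 10 classes, the 2 highest levels of the fixed markers, with 1 marker and those shared with B-like cells left out, summed to 3.87%, so such doublets do not account for the cluster. None of its cells (0) was among the highest doublet scores, and doublets that include 1 of these cells stay possible. Plasma-cell-like cells may account for the cluster, as a hypothesis found in the same data. A difference of the blebs in the tissue sampled was not tested.

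PLPPR5 differed between the vectors in rod-like cells, with a log2 fold change of -2.13 for mScarlet against hRPGR blebs in a direct edgeR test of that difference (adjusted p 0.0408). Counting the low-mitochondria clusters as rod-like gave -2.27 with an adjusted p of 0.199, so the choice of clusters does not account for the size of the difference but changes its call. Over the alternatives the adjusted p ranged from 2.79e-21 to 1.00. Among 14520 genes it was the only call of edgeR, and it was lost with eye as a block and without either mScarlet library. The vector itself remains a candidate cause that the 2 libraries per group in 1 animal leave untested.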

How the results depend on the processing

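In this part, the low-mitochondria clusters counted as rod-like and the crossed block were chosen only after the data had been seen.

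Of the alternatives to the comparisons, 130 kept the direction and side of the threshold or stayed within 1.5 times, 101 moved a count or share farther, 4 lost and 3 gained a call, and 2 reversed. For the 48 results on single genes, 483 of 575 alternatives kept the call and direction, 90 lost the call and 2 reversed. Those were FGF14, at -0.25 with NHP1 added to the controls, and RPGR, at 0.0134 without the right hRPGR library, over a range from -0.0964 to 0.0134 when a library was left out. Most lost calls came from leaving out a library (69 of 272). The cause was not tested unless stated.

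DESeq2 in place of edgeR gave more genes for almost every comparison. In rod-like cells it gave 1510 (mScarlet), 68 (hRPGR), 146 (mScarlet against hRPGR), 59 (called for both vectors), 10 (left against right eye) and 704 (animals). In cone-like cells it gave 310 and 44 for mScarlet and hRPGR, in Müller glia-like cells 430 and 30, in bipolar-like cells 13 for hRPGR, and in myeloid-like cells 37. Without a filter on low counts the counts were 1239, 78 and 121 for the 3 comparisons of vectors in rod-like cells, 389 between animals, 1066 and 313 in cone-like, 77 and 2 in Müller glia-like, 524 and 115 in bipolar-like and 66 in myeloid-like cells. More genes are tested in these fits.

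With eye as a replicate block, mScarlet gave 8 genes in rod-like, 72 in cone-like and 5 in Müller glia-like cells, hRPGR gave 1 in cone-like and 0 in bipolar-like cells, mScarlet against hRPGR gave 0 and the animals 1250. The block changed no other call on a comparison. A crossed block for the uninjected and hRPGR libraries gave 27 genes in rod-like, 22 in cone-like and 7 in bipolar-like cells.

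A log2 fold change of at least 1 left 179 genes for mScarlet in rod-like cells, fewer by construction. Counting the low-mitochondria clusters as rod-like left 38 for mScarlet and 0 for mScarlet against hRPGR. In Müller glia-like cells, mScarlet gave 54 genes at the higher UMI minimum and 82 with doublets kept. In bipolar-like cells, hRPGR gave 2 genes with DESeq2 size factors and 7 after free RNA was subtracted. The mitochondrial limit of 10% left 308 and 0 genes for the vectors in rod-like cells. Every library kept the same number of rod-like cells at this limit, so these counts could not move and say nothing on robustness.

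Leaving out 1 library at a time gave ranges of 0 to 1290 genes (mScarlet), 0 to 213 (hRPGR), 0 to 238 (mScarlet against hRPGR), 0 to 206 (both vectors), 1 to 375 (eyes) and 44 to 466 (animals) in rod-like cells. The ranges for mScarlet and hRPGR were 21 to 553 and 1 to 141 in cone-like, 1 to 498 and 1 to 28 in Müller glia-like, and 25 to 117 and 0 to 24 in bipolar-like cells, and 0 to 48 in myeloid-like cells. The highest count for mScarlet in rod-like cells came without the right hRPGR library, and 0 genes passed without the left uninjected or either mScarlet library. For hRPGR the 213 came without the left hRPGR library.

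In rod-like cells, when a library was left out, the median of the interferon list stayed between 2.78 and 3.47 for mScarlet. For hRPGR it ranged from -0.21 to 2.45, and the reversal to -0.21 came without the right hRPGR library. With fry the hRPGR value of 1.57 had p 0.24. With a library left out, the apoptosis list ranged from 0.01 to 0.10 (mScarlet) and from -0.0181 to 0.0855 (hRPGR), the reversal to -0.0181 coming without the left hRPGR library, and fry put the mScarlet value of 0.0861 at p 0.024. The difference between cells with and without a transgene UMI ranged from 0.0169 to 0.15 when a library was left out. Its value of 0.0715 had p 0.484 with fry, and no thinning gave 0.0126 with p 0.99.

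The difference in T/NK-like share ranged from 1.06 to 2.34 points and that in myeloid-like share from 2.61 to 4.03 when a library was left out. With NHP1 added to the controls the differences were 1.84 and 3.40 points and passed, as more arrangements of libraries then exist. This setting mixes animal with injection, since all injected libraries are of NHP2, so passing does not decide. The mScarlet share of rod-like cells was 60.9% without thinning, 29.8% thinned to 1500 UMIs and 20.4% at 2 or more UMIs, and that of cone-like cells 90.9%, 39.2% and 31.1%. Depth moves these shares. The hRPGR shares of rod-like and cone-like cells moved by less than their spread between eyes, but that of bipolar-like cells went from 39.8% to 63.3% without thinning and to 16.8% at 2 or more UMIs, and that of Müller glia-like cells from 45.6% to 21.1% at 2 or more UMIs.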

Other observations

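In this part, the tests on interferon genes in Müller glia-like cells, on free RNA in rod-like and cone-like cells, on a response confined to transduced cells, on TTR and on splits of the eyes were chosen only after the result was seen.

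Interferon-response genes were high in Müller glia-like cells of the library labelled NHP2 uninjected right. Their summed level without TMM scaling was 30798 CPM against 1456 CPM in free RNA of that library, so free RNA does not account for it. An exchange of labels with the left hRPGR bleb would need hRPGR to be at least as high in the uninjected library, but its level in rod-like cells was 7.47 times higher in the left hRPGR bleb. Spread of vector or of a response into this area stays open and was not tested.

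Interferon-response genes were higher in rod-like cells of the blebs than of the uninjected area of the same eye. Free RNA held them above the level of rod-like cells in the right hRPGR bleb (3679 against 2465 CPM). In the left hRPGR bleb it held them near that level (651 against 672 CPM). In the mScarlet blebs it held them below that level (right 1577 against 3689 CPM, left 2336 against 2964 CPM). The share of free RNA in these cells was limited with 45 fixed markers of inner retinal classes, taking all of their UMIs as free RNA with the profile of low-count barcodes. All levels of this test are without TMM scaling. In the mScarlet blebs at least 3072 CPM (right) and 2504 CPM (left) were then left in rod-like cells, against 836 and 562 CPM in the uninjected areas with nothing taken off, and 1585 and 1880 CPM in cone-like cells, against 1265 and 492 CPM. Free RNA therefore does not account for the whole rise in either class. In the right hRPGR bleb at least 1376 CPM was left in rod-like cells, against 836 CPM, so free RNA is not the whole cause there. In the left hRPGR bleb at least 547 CPM was left of 672 CPM, against 562 CPM, so this lower bound does not decide there. Free RNA of that bleb made up at most 19.3% of the UMIs of its rod-like cells. Its 651 CPM was below the 672 CPM of these cells and below the 797 CPM in free RNA of the left uninjected area. Free RNA at 651 CPM could not lift cells above 651 CPM. These values argue against free RNA as the whole cause of the rise in that bleb. Bipolar-like cells were not tested in this way.

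In rod-like cells the interferon-response level was lower in the left hRPGR bleb than in the right one. Free RNA does not account for the whole difference, since the 1376 CPM left in the right bleb exceeded the 672 CPM of the left one. A response confined to transduced cells would leave cells without the transgene as low as in the uninjected area. The 81 rod-like cells of the right hRPGR library with 0 hRPGR UMIs had 2915 CPM, against 836 CPM in such cells of the right uninjected area, and at least 1783 CPM after the highest share of free RNA was taken off, so fewer transduced cells with a response confined to them do not account for the difference. Rod-like cells with at least 30 hRPGR UMIs had 911 CPM in the left hRPGR library and 2223 CPM in the right one. A comparison of cells with at least 10 such UMIs had been planned to test for fewer transduced cells in the left library. Neither threshold decides this, since cells without the transgene were raised in the right library. In the left library they were not: cells with 0 hRPGR UMIs had 505 CPM, against 562 CPM in the left uninjected area. Levels there rose with hRPGR UMIs, to 565 CPM at 1 to 2, 779 CPM at 3 to 9 and 815 CPM at 10 to 29. In the right library they fell, from 2915 to 2223 CPM. Fewer transduced cells may still account for the difference. A response that spreads from transduced cells to others was not tested. The left eyes had also received adalimumab, and its effect was not tested, since it goes with the eye in these libraries.

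PDE6G, a rod gene, was lower in Müller glia-like cells of the mScarlet blebs. After subtraction of free RNA its log2 fold change was -1.56 with an edgeR adjusted p of 0.0286, within a range of 1.70e-20 to 0.262 over the alternatives. The subtraction took a fixed amount of free RNA per cell and may leave rod RNA behind, so it does not decide. Phototransduction genes, PDE6G among them, summed to 3143 (right) and 2903 CPM (left) in these cells, against 6244 and 7822 CPM in the uninjected areas. PDE6G thus did not fall alone, and rod RNA in these cells stays open as the cause.

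TTR was the only gene that edgeR called in myeloid-like cells of injected against uninjected areas, where DESeq2 called 37. In the right uninjected library 99.1% of the TTR UMIs were in 1 cell, and without it the level fell from 184 CPM to 1.55 CPM (the latter without TMM scaling), which is consistent with a value that rests on that cell. Free RNA does not account for the right library, since free RNA of the left hRPGR bleb held more TTR (26.6 CPM against 8.46 CPM) while its myeloid-like cells had 0.803 CPM. In the left uninjected library TTR was at 473 CPM in free RNA, the highest of the NHP2 libraries, and its 27 UMIs in myeloid-like cells (46.6 CPM) were spread over 20 cells with at most 3 each, which is consistent with free RNA. No biological explanation was tested.

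For left against right eyes in rod-like cells, edgeR called 0 genes, with 143 at an unadjusted p under 0.05, and DESeq2 called 10. Since the count of edgeR is 0, all 10 of the 10 splits of the 6 libraries reach it by construction, so the splits decide nothing and chance cannot be excluded.

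In rod-like cells of the hRPGR blebs, 0 genes were called by edgeR. That is lower than the count quoted from the study above. The number of genes called for both vectors was 0. That is lower than the number quoted from the study above. With DESeq2 these counts were 68 and 59.

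Over both animals 1976 cells were named myeloid-like after removal of the highest doublet scores. That is higher than the number quoted from the study above. The B-like cluster with MS4A1 among its leading genes held 115 cells, without the 457 cells of the immunoglobulin-led cluster, where MS4A1 was at 0. That is higher than the number quoted from the study above. Cell names were rebuilt here, and the cells that entered are not the same.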
